A study of Homo sapiens with 18 samples.

How the data were processed

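The data were one table of gene expression values for 18 RNA-seq libraries of SH-SY5Y cells, an established human neuroblastoma line, carrying lentiviral ZNHIT3 constructs at day 0 or day 18 of neuronal differentiation. Per the labels' protocols, total RNA was extracted with TRIzol and treated with DNase I, ribosomal RNA was depleted with the Ribo-Zero kit, and libraries were made with the NEBNext Ultra kit. The authors deposited FPKM, fragments scaled to transcript length and to the number of mapped fragments, with one value per gene symbol and one column per library. The unit was taken from the name of the deposited file, and the values fitted it: they were not whole numbers and the column sums differed between libraries. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated in the labels or the header, so reads of overlapping genes and of near-identical copies could have been divided in ways that cannot be checked from the values. Whether libraries were further scaled against each other was also not stated.

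The column names of the deposited table were the sample titles, so each column had its own sample, and 0 columns of values lacked one. Samples were grouped by construct (WT, C14R or deletion) and day from their titles, with 3 libraries in each of 6 groups. Replicate numbers came from the titles.

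All tests used log2(FPKM + 1), a pseudocount of 1, as deposited and without further scaling. A fold change on this scale understates the change of genes with low values. The table held 26372 gene symbols, of which 4960 were listed at 0 in all libraries, and 13785 with a mean FPKM of at least 1 over all libraries were tested. Linear models were fitted to the 6 group means over all 18 libraries in one fit with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method within each comparison with a threshold of 0.05. The comparisons were each variant against WT at each day, C14R against deletion at each day, day 18 against day 0 in each line, and the interaction of each variant with day. ZNHIT3 was also compared by exact two-sided permutation tests of 3 against 3 libraries, for which 0.1 is the smallest p-value the 20 relabelings can give.

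A set of 10 gene lists was tested with limma's camera function, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 70 tests (10 lists in 7 comparisons). The lists were box C/D snoRNAs, box H/ACA snoRNAs, small Cajal body RNAs (scaRNAs), snoRNA host genes, ribosomal proteins, snoRNP proteins and their assembly factors, neuronal markers, proliferation genes, p53 targets and retinoic acid targets. List means include genes listed at 0 in some or all libraries of a group, so for the small RNA lists their size depends on the pseudocount. The fry function and camera with an estimated correlation were run as alternatives. Correlations of effects across genes were set against 100 simulated draws of unchanged groups that used the libraries in the same way.

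The genes named in the text followed a rule. ZNHIT3 came first, and for each comparison of a variant with WT and each interaction the rule took the 3 largest rises and the 3 largest falls among genes past the threshold. In comparisons, the libraries of the groups also had to be fully separated. The same number was taken for day 18 against day 0 in WT, and snoRNA or scaRNA genes past the threshold in a variant comparison were added. Of the genes this rule selected, 1 is not reported. Members of the lists could be named with their values. Groups, tests, lists, the rule and the alternatives listed next were chosen before the data were examined. These alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, the replicate number as a block, no variance trend, limma array weights, small RNA genes left out with rescaling, a log2 change of at least 1, only the libraries compared, the other list tests, and each replicate left out in turn. Added after the values had been seen were the removal of each library's trend with GC content, with and without the block, and the fit without C14R replicate 1 of day 18 for comparisons that do not use it. The trend was a lowess curve with a span of 0.3. Small RNA genes were picked by the start of their symbols, which left RMRP and RPPH1 among the genes kept.

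Gene positions and transcript lengths came from GENCODE release 29 on GRCh38, matched by symbol. Of the 26372 symbols, 23797 (90.2%) matched, and 93.8% of the tested genes had a GC content. Coordinates belong to that annotation and not to the build used by the authors, which is unknown.

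FPKM carry no counts, so the absolute depth of the libraries is unknown and no counting interval could be given. Low FPKM values of a gene lie on steps set by single fragments, and comparing these steps between libraries gave their relative depth. Day 0 libraries lay between 57.3% and 84.8% of the deepest library and day 18 libraries between 79.3% and 100.0%. Between 17891 and 18811 genes had values above 0 in each library. Precision therefore rests on the spread of 3 libraries per group. An FPKM of exactly 0 can be a failed estimate, so such genes are described as listed at 0, with the value of each library and no fold change against them.

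The procedure was tested on simulated data built on the 13785 tested genes. Of 200 genes changed by 1 on the log2 scale, 199 (99.5%) were recovered, with 4 unchanged genes called and 0 called in a comparison without changes. A list shifted by 0.3 was recovered at 0.27 with a camera adjusted p of 2.7e-35, and 0 of 20 unshifted list tests passed. The simulated genes varied independently of each other. The list result therefore does not show how often camera calls unshifted lists whose genes vary together. A GC trend with a Spearman rho of -0.96 was reduced to 0, and a relative depth of 60.0% was recovered as 60.0% on 6000 simulated genes.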

Results

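Gene expression was measured by RNA-seq in SH-SY5Y cells, a human neuroblastoma line that can be differentiated into neuron-like cells, after lentiviral delivery of ZNHIT3. ZNHIT3 is a zinc-finger protein that the series title links to the assembly of small nucleolar ribonucleoproteins (snoRNPs), the particles in which box C/D and box H/ACA small nucleolar RNAs (snoRNAs) guide the modification of ribosomal RNA. The constructs, made from the FUGW lentiviral plasmid, carried the wild-type sequence (WT), a C14R substitution or a deletion. Libraries were prepared at day 0 and at day 18 of differentiation with retinoic acid, BDNF, dibutyryl cyclic AMP and KCl, with 3 libraries in each of the 6 groups. The comparisons address whether the variants alter the transcriptome, and snoRNAs in particular, before and after differentiation.

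The labels of the deletion were not uniform. The treatment label reads 251-254 in replicate 1, 251-255 in replicate 2 and 251-256 in replicate 3, the design text names 251-254 alone, and the titles call these libraries depleted. One annotated ZNHIT3 coding sequence is 465 nucleotides long and encodes 155 amino acids, so these positions lie beyond the end of the protein but inside exon 4 when counted along the coding sequence. Codon 14 lies in exon 1. The 3 libraries of each day were analysed as one deletion group.

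Day of differentiation was the main source of variation. The first principal component of log2(FPKM + 1) over the 13785 tested genes held 86.9% of the variance and separated the days, and the second held 2.5%. Pairs of libraries from different days had Pearson correlations across genes of 0.87 to 0.891. Within a day, pairs from the same group had correlations of 0.99 to 0.994 at day 0 and 0.984 to 0.994 at day 18, and pairs from different constructs 0.989 to 0.994 and 0.981 to 0.993. The constructs thus overlapped with the spread between replicates. C14R replicate 1 of day 18 had the most extreme value on the second component, at 24.8, against -8.3 to 9.3 in the other 17 libraries.

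**Figure D1:**
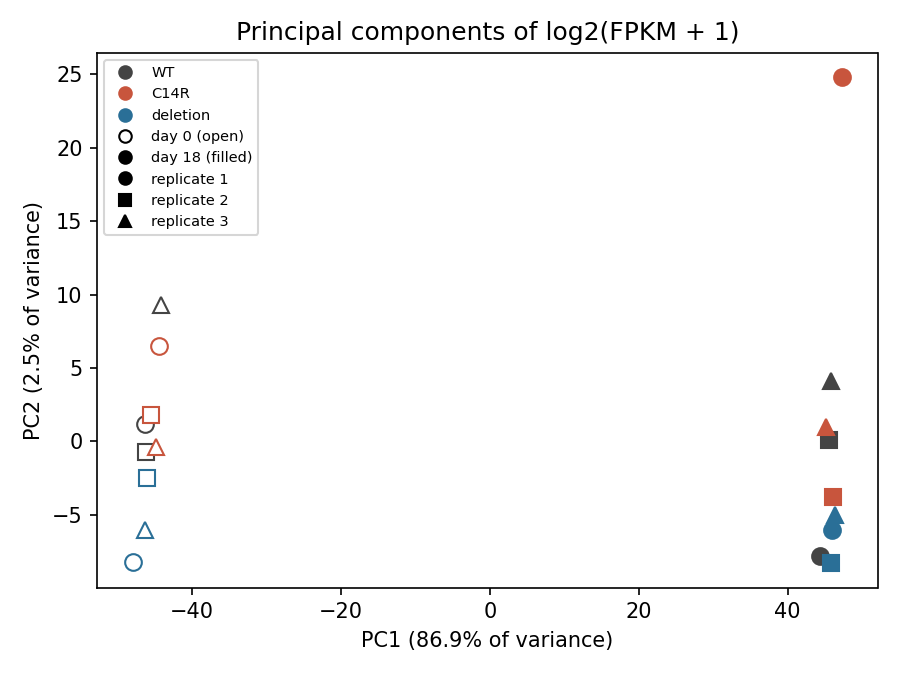
Principal components 1 and 2 of log2(FPKM + 1) for the 18 libraries, in units of the component scores, with the share of variance on each axis. Colours mark the constructs, open marks day 0, filled marks day 18 and shapes the replicate. The days separate along component 1, and C14R replicate 1 of day 18 lies at 24.8 on component 2.

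ZNHIT3 (GRCh38 chromosome 17, 36486629 to 36499310, plus strand, protein-coding) was examined first because it is the delivered gene. Its FPKM has one value per library, in which delivered and endogenous transcripts are not separated, and the gene overlaps the antisense gene MYO19 over 3678 bp. At day 0, ZNHIT3 had 538 ± 6.3 FPKM (SD, n = 3) in WT, 424 ± 7.1 in C14R and 302.5 ± 9.4 in deletion libraries. At day 18 the values were 1153 ± 46.1 in WT, 653 ± 88.9 in C14R and 301.5 ± 9.9 in deletion libraries. All 3 libraries of each variant lay below all 3 WT libraries on both days. C14R libraries held 78.8% of the WT mean at day 0, a log2 change of -0.34 that did not pass the threshold (SE 0.07, limma adjusted p = 0.35), and 56.6% at day 18 (log2 change -0.83, adjusted p = 9.2e-06). Deletion libraries held 56.2% at day 0 (log2 change -0.83, adjusted p = 4.5e-06) and 26.1% at day 18 (log2 change -1.93, adjusted p = 1.3e-11). C14R exceeded deletion by 0.49 at day 0 (adjusted p = 0.006) and by 1.10 at day 18 (adjusted p = 5.2e-08). The exact permutation p was 0.1 in each of these 6 comparisons, the smallest that 3 against 3 libraries can give. The C14R change at day 18 lost the threshold when only the libraries compared entered the fit (limma adjusted p = 0.18). The change at day 0 (ZNHIT3 level C14R vs WT day 0) passed it under that setting (limma adjusted p = 0.0097) and with array weights (adjusted p = 0.039).

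From day 0 to day 18, ZNHIT3 rose in WT by 1.10 on the log2 scale (limma adjusted p = 9.6e-11) and in C14R by 0.61 (adjusted p = 2.1e-07). In deletion libraries the log2 change was 0.00 (SE 0.07, adjusted p = 0.95), with an exact permutation p of 1. Quantile normalization moved the rise most in WT, to 1.66 (ZNHIT3 level day 18 vs day 0 in WT), and in C14R, to 1.05 (ZNHIT3 level day 18 vs day 0 in C14R). In deletion libraries (ZNHIT3 level day 18 vs day 0 in deletion) it gave a rise of 0.22 (limma adjusted p = 0.015), and leaving out small RNA genes with rescaling gave 0.37 (adjusted p = 2.4e-05). The value of 0.37 may partly follow from RMRP and RPPH1, short RNAs that stayed in the rescaling and fell by day 18. The deletion effect on ZNHIT3 differed between the days, with an interaction of -1.10 (SE 0.09, adjusted p = 1.1e-05). The interaction for C14R (ZNHIT3 level C14R by day interaction) of -0.48 did not pass the threshold (adjusted p = 0.27) unless array weights were used (adjusted p = 0.024) or C14R replicate 2 of day 18, the highest of its group, was left out (-0.59, adjusted p = 0.00033).

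**Figure D2:**
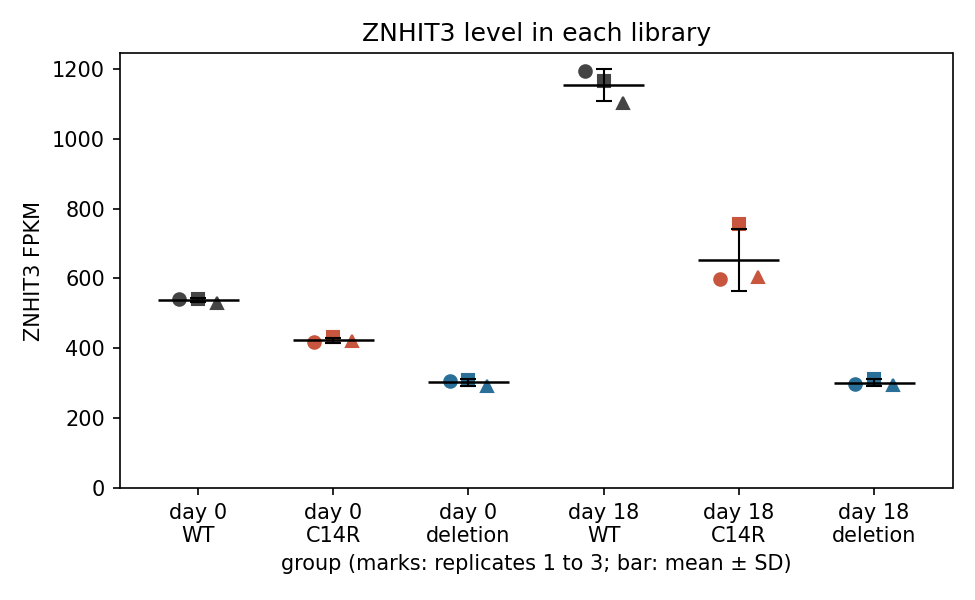
ZNHIT3 in FPKM on a linear axis for each library, by group; marks show replicates 1 to 3 and bars the mean ± SD of 3 libraries. At day 18 the group means are 1153 in WT, 653 in C14R and 301.5 in deletion libraries.

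Few genes differed between variants and WT at day 0. C14R against WT gave 0 genes with a limma adjusted p under 0.05, a smallest adjusted p of 0.0711, and 388 genes (2.8%) with an unadjusted p under 0.05. Deletion against WT gave 4 genes, 1 higher and 3 lower, and 857 genes with an unadjusted p under 0.05. Besides ZNHIT3 these were STAC2, STK19 and RNA45S5. STAC2 (chromosome 17, 39210536 to 39225872, minus strand, protein-coding) rose from 0.744 ± 0.0563 to 1.49 ± 0.153 FPKM (SD, n = 3), a log2 change of 0.51 (SE 0.08, limma adjusted p = 0.034). It lost the threshold in each fit that left out 1 of the libraries compared, and with the GC trend removed (adjusted p = 0.3). STK19 (chromosome 6, 31971091 to 31982821, plus strand, protein-coding) was listed at 0 in all 3 deletion libraries against 3.09, 2.80 and 3.19 FPKM in WT (adjusted p = 5.9e-08). RNA45S5, a ribosomal RNA precursor without a match in the annotation, was listed at 0 in all deletion and all C14R libraries against 3.90, 10.5 and 3.13 FPKM in WT (adjusted p = 0.024 for deletion). It is a multicopy gene in rRNA-depleted libraries, so its value is uncertain, and without WT replicate 2 its adjusted p was 0.17.

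At day 18, C14R against WT gave 5 genes, 2 higher and 3 lower, with 1535 genes at an unadjusted p under 0.05. Besides ZNHIT3, the genes were HJURP, MYBL2, DDIT3 and SNORA74B. HJURP (chromosome 2, 233833416 to 233854566, minus strand) rose from 3.04 ± 0.168 to 4.17 ± 0.158 FPKM (SD, n = 3; log2 change 0.35, SE 0.06, limma adjusted p = 0.031). MYBL2 (chromosome 20, 43667019 to 43716496, plus strand) rose from 9.60 ± 0.368 to 12.3 ± 0.364 FPKM (log2 change 0.32, SE 0.05, limma adjusted p = 0.012). DDIT3 (chromosome 12, 57516588 to 57521737, minus strand) fell from 21.9 ± 2.59 to 12.6 ± 1.46 FPKM (log2 change -0.74, SE 0.09, limma adjusted p = 0.0011). DDIT3 overlaps other annotated genes, including MARS and MBD6, so with unknown strand use its value is uncertain. SNORA74B (chromosome 5, 173020728 to 173020928, plus strand), a box H/ACA snoRNA lying inside ATP6V0E1, was listed at 0 in all 3 C14R libraries against 7.29, 9.03 and 7.83 FPKM in WT (adjusted p = 0.0035), and overlap with its host makes it uncertain. These WT values lie at the bottom of its range above 0, beside 7.86 FPKM in C14R replicate 1 of day 0. In so short a gene they may stand for very few fragments, so a loss in C14R is not shown. With only the 6 libraries compared in the fit, HJURP, MYBL2 and DDIT3 lost the threshold (adjusted p of 0.93, 0.88 and 0.34). HJURP and MYBL2 also lost it in 4 and 3 of the fits that left out 1 library. The count of 5 (genes C14R vs WT day 18) was moved most by array weights, which gave 205 genes, and by leaving out C14R replicate 2, which gave 126.

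Deletion against WT at day 18 gave 10 genes, 5 higher and 5 lower, with 1576 genes at an unadjusted p under 0.05. STK19 went in the direction opposite to day 0: it had 3.83, 3.24 and 3.65 FPKM in deletion libraries, 0.313, 0 and 0 in WT, and 0 in all 3 C14R libraries (limma adjusted p = 2e-08 for deletion against WT). STK19 overlaps DXO over 1202 bp and C4A over 798 bp, so its values are uncertain. TRAP1 (chromosome 16, 3651639 to 3717597, minus strand) was also higher (log2 change 0.32, SE 0.06, limma adjusted p = 0.042). Among the falls besides ZNHIT3, the rule for named genes selected USP46-AS1 (chromosome 4, 52659406 to 52661668, plus strand; -0.60, SE 0.11, adjusted p = 0.047) and WWTR1 (chromosome 3, 149517235 to 149736714, minus strand; -0.46, SE 0.08, adjusted p = 0.042). TRAP1 overlaps DNASE1, which makes its value uncertain. TRAP1, USP46-AS1 and WWTR1 lost the threshold with only the libraries compared in the fit (adjusted p = 0.28 for each), with small RNA genes left out (0.059 for each), and in most fits that left out 1 library. The count rose to 51 without C14R replicate 1 of day 18, a library that enters only through the shared estimate of spread.

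Direct comparison of the variants gave 8 genes at day 0, 4 higher and 4 lower in C14R, and 4 at day 18, 1 higher and 3 lower. The 4 genes at day 18 were ZNHIT3, STK19, SNORA74B and SLC2A8, of which SLC2A8 falls outside the rule for named genes and was chosen after its values were seen (log2 change -0.56, limma adjusted p = 0.0394). Between the variants' lists of genes at day 18, 1 gene was shared, ZNHIT3. Between the days in deletion libraries, 2 were shared, of which 1 changed in the same direction.

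**Figure D3:**
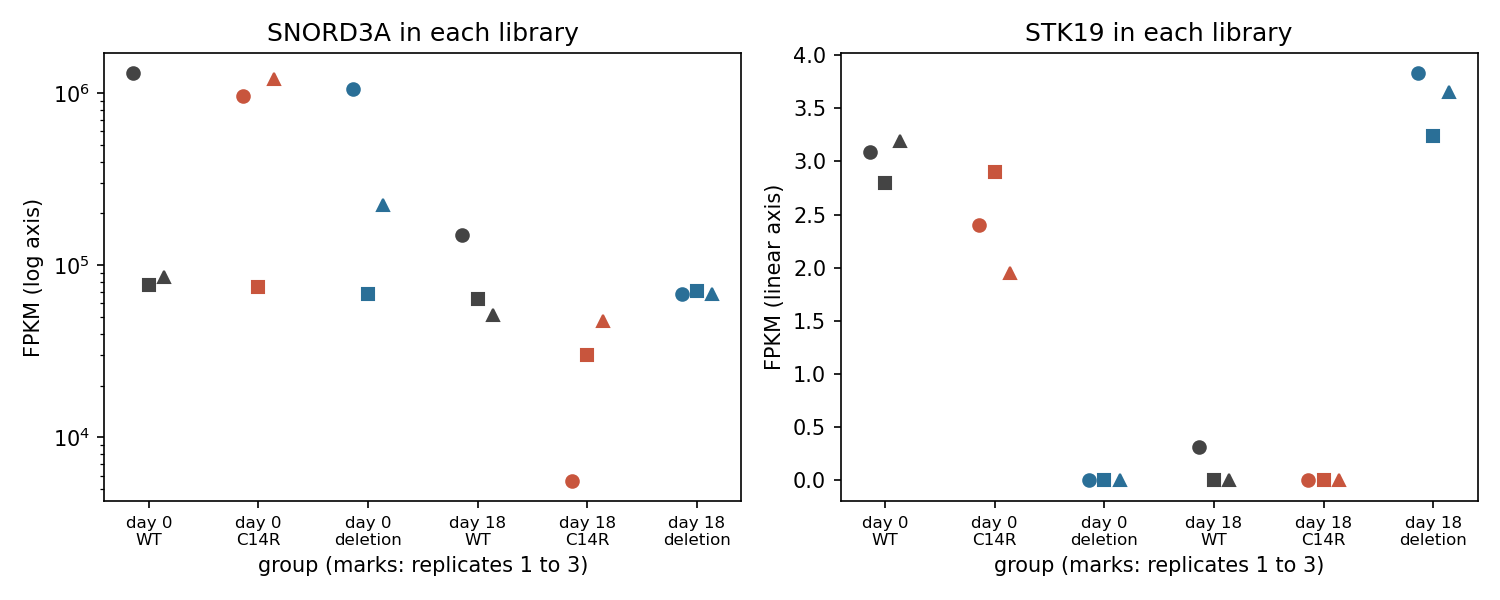
Left, SNORD3A in FPKM on a log axis; right, STK19 in FPKM on a linear axis, each mark one library and each shape a replicate. SNORD3A spreads over a ratio of 19.1 among the day 0 libraries, and STK19 is listed at 0 in all 3 deletion libraries of day 0 and all 3 C14R libraries of day 18.

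Differentiation changed most genes. Day 18 against day 0 gave 9946 genes in WT (72.2% of those tested; 5260 higher, 4686 lower), 10044 in C14R (72.9%; 5225 higher, 4819 lower) and 10060 in deletion libraries (73.0%; 5315 higher, 4745 lower). A log2 change of at least 1 was also met by 1938, 1917 and 1985 of them. In all 3 lines 8683 genes passed, 8682 of them in the same direction. Leaving out small RNA genes with rescaling raised the median log2 change of all genes in WT from 0.03 to 0.37 and the share of higher genes among those past the threshold from 52.9% to 78.9%, so the balance of rises and falls depends on the scaling. The short RNAs RMRP and RPPH1 stayed in that rescaling. Their WT means fell from 82520 to 21600 and from 36500 to 24230 FPKM, which may produce part of the shift. In WT, CYP26B1 (chromosome 2, 72129238 to 72148038, minus strand) rose from 0.0574 ± 0.016 to 899 ± 15.7 FPKM (SD, n = 3; log2 change 9.73, SE 0.05, limma adjusted p = 6.5e-25). ECEL1 (chromosome 2, 232479827 to 232487828, minus strand) rose from 0.088 ± 0.0584 to 118 ± 7.37 FPKM (log2 change 6.77, SE 0.11, limma adjusted p = 3e-18). CYP26A1 (chromosome 10, 93073475 to 93077890, plus strand) was listed at 0 in all 3 WT libraries of day 0 and had 134, 119.8 and 123 FPKM at day 18 (adjusted p = 3.9e-18). GREM1 (chromosome 15, 32717974 to 32745107, plus strand) fell from 44.3 ± 2.68 to 0.0641 ± 0.0262 FPKM (log2 change -5.41, SE 0.07, limma adjusted p = 1.6e-19). RNVU1-15 (chromosome 1, 144412576 to 144412740, plus strand), a small nuclear RNA, had 102, 93.7 and 93 FPKM at day 0 in WT and was listed at 0 at day 18 (adjusted p = 0.0016). The other lines did not follow. It had 0, 143.9 and 0 FPKM at day 0 and 170.4, 0 and 74.95 at day 18 in C14R. In deletion libraries it was listed at 0 on both days. SNORD3C (chromosome 17, 19189665 to 19190245, minus strand) had 109, 212 and 87.4 FPKM at day 0 and 4.83, 0 and 5.18 at day 18 (adjusted p = 0.00041). Both have near-identical copies, and their values are uncertain.

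The variant effect differed between the days for few genes. The C14R interaction gave 0 genes (smallest adjusted p = 0.27, with 790 genes at an unadjusted p under 0.05). The deletion interaction gave 2 genes, ZNHIT3 and STK19 (limma adjusted p = 1.9e-10 for STK19), with 1014 genes at an unadjusted p under 0.05.

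Most snoRNA genes had no values. Of 269 box C/D genes in the table, 263 were listed at 0 in all libraries and 5 could be tested. None of the 7 tests of the box C/D list passed the camera threshold. The mean log2 change over the list was 0.49 for C14R (adjusted p = 0.757) and 1.53 for deletion (adjusted p = 0.263) at day 0, and -0.34 (adjusted p = 0.931) and 0.29 (adjusted p = 0.354) at day 18. The interactions were -0.84 (adjusted p = 0.94) and -1.24 (adjusted p = 0.949). In WT the list fell by 2.66 from day 0 to day 18, with 5 of 5 genes lower (camera adjusted p = 0.225), a change that passed by fry (adjusted p = 0.000689) but not with an estimated correlation (0.455). The sign for C14R was unstable: at day 18 the mean became 0.45 with array weights and 0.05 without C14R replicate 1, and at day 0 it became -0.22 without WT replicate 3. Without WT replicate 2 the mean for deletion (box C/D snoRNA list deletion vs WT day 0) was 2.26 and passed the threshold (camera adjusted p = 0.042). Over all libraries the largest change in that mean was 6.17, for SNORD3B-1, which was listed at 0 in WT replicates 1 and 3. The size of the deletion mean at day 18 also depends on single WT libraries. Their mean log2(FPKM + 1) over the list was 5.74, 4.98 and 5.35, against 5.58 to 5.76 in deletion libraries. With 5 genes, 4 of them near-identical copies of SNORD3, a general effect on box C/D snoRNAs was not detectable in these libraries. SNORD3A, the most abundant of them, ranged from 68090 to 1301000 FPKM among the 9 day 0 libraries and made up 6.9% to 58.6% of their FPKM sums. At day 18 it had 5590, 29940 and 47240 FPKM in C14R, below all WT (51130 to 149400) and deletion libraries (67910 to 70720). The log2 change of SNORD3A in C14R against WT, -1.98, did not pass the threshold (limma adjusted p = 0.58). C14R replicate 1, at 5590, was also the lowest day 18 library for the short RNAs RN7SL1, RN7SL2, RMRP and RPPH1. Its RN7SL1 value was 66350 FPKM, against 164100 and 160500 in replicates 2 and 3. The value of 5590 therefore cannot be assigned to the construct. Of 107 box H/ACA genes 8 were tested; the list was lower in deletion libraries at day 0 (list boxHACA_snoRNA deletion vs WT day 0; mean log2 change -0.89, median -0.40, 8 of 8 genes lower, camera adjusted p = 0.017) and did not pass by fry (0.236) or with an estimated correlation (0.233). Most of that mean came from SNORA73B, with values in WT replicates 1 and 2 and deletion replicate 1 alone, and SNORA81, with a value in WT replicate 2 alone. The mean was -0.54 without WT replicate 2 (adjusted p = 0.073) and without deletion replicate 2 (0.3). Of 24 scaRNA genes 12 were tested. By camera they were lower in C14R at day 0 (list scaRNA C14R vs WT day 0; mean -0.25, adjusted p = 0.0329), a call that did not hold by fry (0.474), with an estimated correlation (0.401), without a filter (0.058) or with quantile normalization (0.33). The median was -0.08, and most of the mean came from SCARNA1, which had a value in WT replicate 3 alone of the 6 libraries; without that library the mean was -0.07. At day 18 camera also gave a lower direction (adjusted p = 0.0158) while the mean was 0.07 and the median -0.14, so no direction is assigned. The snoRNP protein list differed from the other genes in none of the variant comparisons.

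The remaining lists showed small shifts between constructs. Over the 9 lists other than box C/D, 37 of 63 camera tests passed, 16 upward and 21 downward. Of these, 13 also passed by fry, which gave 14 in all, and 8 with an estimated correlation, the alternative that moved the count most. At day 18 the proliferation list was higher in C14R (mean log2 change 0.20, 18 of 18 genes higher, camera adjusted p = 4.39e-13) and passed by fry (0.00158) and with an estimated correlation (0.0292). Adjusted over the list alone, 10 of its genes passed, against 0 over all genes tested. In deletion libraries the same list was higher by 0.11 (83.3% of genes, camera adjusted p = 0.000108) and did not pass by fry (0.0727) or with an estimated correlation (0.187); 4 genes passed adjusted over the list alone and 0 over all genes tested. Neuronal markers were higher in C14R (0.06, 76.5% of 17 genes, camera adjusted p = 0.000743) and in deletion libraries (0.08, 94.1%, camera adjusted p = 8.25e-05), and both held by fry and with an estimated correlation (0.0292 and 0.0173). The snoRNA host genes were lower in C14R (-0.17, camera adjusted p = 0.000314) and passed by fry (0.00611) but not with an estimated correlation (0.0523). The mean was -0.11 without C14R replicate 1 (list snoRNA_host C14R vs WT day 18). They were also lower in deletion libraries (-0.11, adjusted p = 0.00806), a test that passed neither alternative and gave -0.06 without WT replicate 1 (list snoRNA_host deletion vs WT day 18; adjusted p = 0.23).

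The other shifts at day 18 passed by camera with the preset correlation alone. Retinoic acid targets were lower in C14R (-0.16, adjusted p = 0.000102) and deletion (-0.10, adjusted p = 0.017), as were p53 targets (-0.10, adjusted p = 0.00689, and -0.06, adjusted p = 0.0252). The C14R shifts rested on replicate 1, without which the means were -0.05 for retinoic acid targets (list retinoic_acid_targets C14R vs WT day 18; adjusted p = 0.071) and -0.03 for p53 targets (list p53_targets C14R vs WT day 18; adjusted p = 0.13). Each deletion shift also lost the threshold in some fits that left out 1 library. Ribosomal proteins were higher (0.03, adjusted p = 5.56e-05, and 0.05, adjusted p = 0.000232), but without WT replicate 3 the means were -0.01 (list ribosomal_protein C14R vs WT day 18; adjusted p = 0.28) and 0.01 (list ribosomal_protein deletion vs WT day 18; adjusted p = 0.36), and without WT replicate 1 they were 0.09 and 0.10. At day 0, p53 targets were lower in C14R (-0.07, adjusted p = 0.000503) and higher in deletion libraries (0.11, adjusted p = 0.000321). Ribosomal proteins were lower in C14R (-0.03, adjusted p = 0.000627), a mean that became 0.00 with small RNA genes left out, and higher in deletion libraries (0.05, adjusted p = 1.88e-05), a mean that became 0.00 with quantile normalization. Neuronal markers were higher in C14R (0.03, adjusted p = 0.021). None of these day 0 shifts held by fry or with an estimated correlation.

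**Figure D4:**
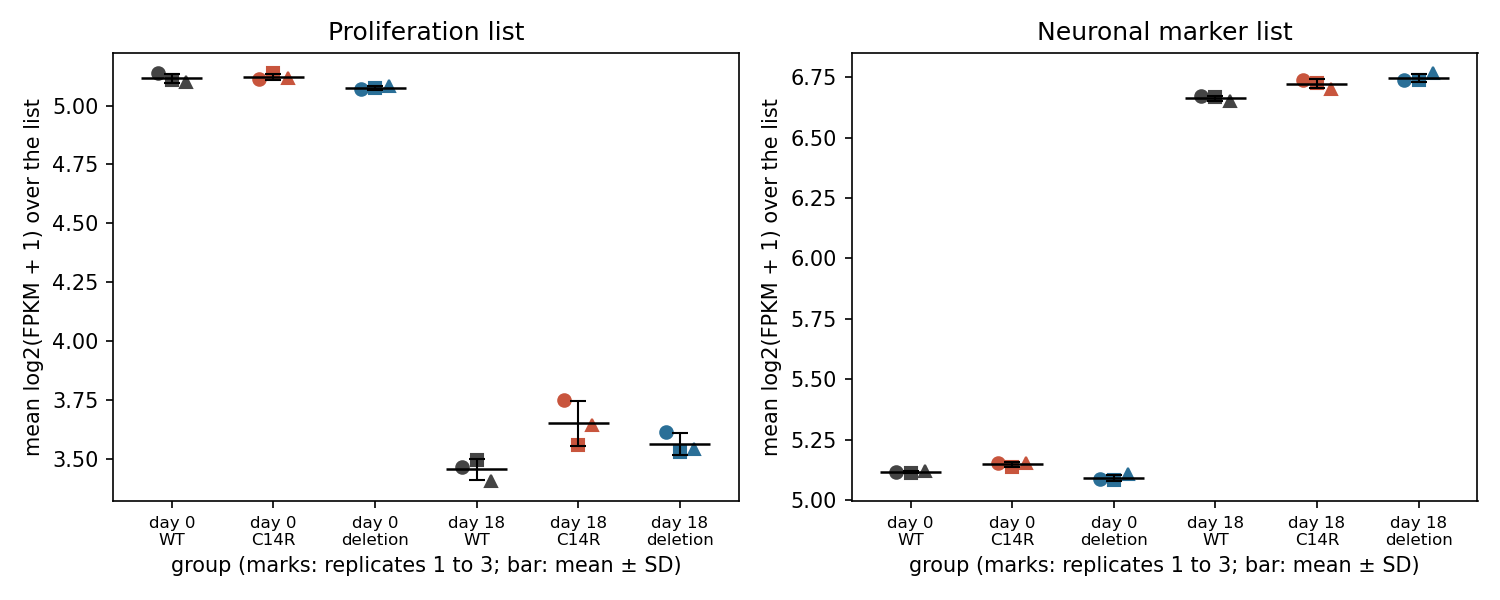
Mean log2(FPKM + 1) over the proliferation list (18 genes, left) and the neuronal marker list (17 genes, right) in each library, by group; marks show replicates 1 to 3 and bars the mean ± SD of 3 libraries. At day 18 the 6 variant libraries lie above the 3 WT libraries in both plots, at 3.53 to 3.75 against 3.41 to 3.50 for proliferation and 6.70 to 6.77 against 6.65 to 6.67 for neuronal markers.

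Differentiation in WT moved the lists far more. Neuronal markers rose by a mean of 1.55 (94.1% of genes, camera adjusted p = 3.44e-09) and retinoic acid targets by 3.03 (80.0%, adjusted p = 0.000305). Proliferation genes fell by 1.66 (18 of 18, adjusted p = 6.9e-11) and p53 targets fell by 1.43 (18 of 18, adjusted p = 8.21e-09). Ribosomal proteins fell by 0.89 (81 of 81, adjusted p = 2.28e-22), snoRNA host genes fell by 0.71 (adjusted p = 0.000877) and snoRNP proteins fell by 0.59 (adjusted p = 0.00065). Each of these kept its direction under every scaling tried. With small RNA genes left out, which moved the median of all genes to 0.37, the ribosomal protein mean was -0.50 and the neuronal mean 1.93. With an estimated correlation, neuronal markers, proliferation genes, p53 targets and snoRNP proteins passed (adjusted p of 0.00184, 0.0424, 0.0292 and 0.0292), while snoRNA host genes (0.0716), ribosomal proteins (0.112) and retinoic acid targets (0.248) did not; these 7 lists passed by fry. The box H/ACA list fell by 1.97 (8 of 8 genes lower) and did not pass by camera (adjusted p = 0.101) or with an estimated correlation (0.401), but passed by fry (0.000224). The scaRNA list passed none of these tests (camera adjusted p = 0.563). The effect on a list differed between the days by camera in 10 tests, 4 for C14R and 6 for deletion. Of these, 1 held with an estimated correlation and 2 by fry.

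Effects of C14R and deletion were correlated across genes with Pearson r = 0.39 (Spearman rho = 0.20) at day 0 and r = 0.40 (rho = 0.39) at day 18. Genes are not independent replicates, and both effects share the WT libraries. Unchanged groups set against shared controls in simulation gave a median r of 0.53 at day 0 and 0.55 at day 18, with 73 and 64 of 100 draws at least as high as observed, so neither correlation exceeded what sharing controls produces. The effects at day 0 and day 18, which share no library, had r = 0.03 for C14R (rho = 0.07) and r = 0.03 for deletion (rho = 0.14), within the simulated ranges of -0.21 to 0.18 and -0.18 to 0.16. The alternative that moved a correlation between days most outside the fits that left out 1 library was removal of the GC trend, which gave -0.05 for deletion.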

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

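The results in this part are effects of a variant that differed between day 0 and day 18, by the interaction term in limma for single genes or in camera for gene lists. The tests of explanations were chosen after the results had been seen, except the relabelings of the list scores and the counts of other splits of the libraries. For ZNHIT3, the test of scaling first counted a move of the interaction in either direction and was limited to a move toward 0 after quantile normalization had enlarged it. The adjustment of the relabeling tests was widened from the 10 interactions past the threshold to all 20 after their values had been seen.

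The deletion effect on ZNHIT3 was larger at day 18 than at day 0 (interaction -1.10 on the log2 scale, limma adjusted p = 1.1e-05). ZNHIT3 rose by 615 FPKM (SE 26.9) in WT and by 229 (SE 51.5) in C14R libraries, with a change of -1 (SE 7.9) in deletion libraries. Scaling between libraries is argued against, since quantile normalization gave -1.44, further from 0. The GC trend is argued against as well, since its removal left -1.10. If the endogenous gene had risen by the same amount in each line and the delivered transcript had stayed constant, the rises in FPKM would be equal, but those of WT and deletion differed by 616.4 FPKM. Different amounts of the delivered transcript per line remain open, with a rise of 229.4 FPKM in C14R lying between the others. Delivered and endogenous transcripts share one value, so a lower stability, a lower delivered dose or a change of the endogenous gene cannot be told apart. The other contrasts between constructs are confounded with this difference in ZNHIT3 amount.

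STK19 was lower in deletion libraries at day 0 and higher at day 18, with a limma adjusted p of 1.9e-10 for the interaction. It was listed at 0 in 3 of 3 deletion libraries of day 0, in 2 of 3 WT and 3 of 3 C14R libraries of day 18, and had values of 1.95 to 3.83 FPKM in the 9 libraries of the other groups. Lower depth is argued against: of 2027 other genes of a similar level, 1 was listed at 0 in all 6 libraries of the day 0 deletion and day 18 C14R groups, and 9 in all libraries of either. GC content is also argued against, since 100% of the 273 genes of the same level and GC content had a value above 0 in the day 0 deletion group. Assignment of its fragments to the overlapping genes DXO and C4A remains open. Their rise at day 0 would account for 31.1% of the missing fragments, and the SE of the DXO part, 37.7%, is larger than the estimate. Whether values were estimated group by group was not decided by any value here. The 1 gene listed at 0 in a whole day 0 group with values of at least 1 in the other libraries is STK19 itself, so the 28 of 280 divisions of the 9 day 0 libraries that gave as many say nothing about it. At day 18 there was also 1 such gene, with 20 of 280 divisions giving as many. SNORA74B meets the rule there, at 0 in C14R and at least 7.29 FPKM in the other libraries. Divisions that keep the C14R libraries together count SNORA74B as well, so this number decides nothing either. The switch of STK19 between 0 and a stable value in whole groups, at about 3 FPKM, may be a product of transcript assignment or of expression, and reads over this locus would have to be inspected before it is used.

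By camera, 10 list effects differed between the days. For C14R these were proliferation (mean interaction 0.19, adjusted p = 1.3e-09), ribosomal proteins (0.07, 2.1e-08), retinoic acid targets (-0.13, 0.0015) and snoRNA host genes (-0.19, 0.0035). For deletion they were neuronal markers (0.11, 1.8e-05), proliferation (0.15, 1.2e-05), p53 targets (-0.17, 1.8e-05), snoRNA host genes (-0.13, 0.0075), box H/ACA snoRNAs (1.5 over 8 genes, 0.0082) and retinoic acid targets (-0.11, 0.021). Some C14R interactions depend on single libraries of day 18. The mean log2(FPKM + 1) of retinoic acid targets was 6.05 in C14R replicate 1, against 6.40 and 6.35 in replicates 2 and 3. For ribosomal proteins it was 9.14, 9.01 and 8.96 in WT, around the 9.04 to 9.12 of C14R. GC content is argued against, since 10 of 10 stayed past the threshold after the GC trend was removed. A correlation among the genes of a list above the preset value is in line with most of them, because 1 of the 10 (neuronal markers in deletion) held with an estimated correlation and 2 held by fry. Relabeling the libraries within each day, 400 relabelings in all, gave 5 of the 10 an exact permutation p under 0.05, which leaves chance open as an explanation for the set. After adjustment over all 20 list interactions, 0 were under 0.05 by permutation, the closest being neuronal markers and proliferation in deletion libraries (adjusted permutation p = 0.05 each, from an unadjusted 0.005, the smallest these relabelings can give). Lists at that smallest value could pass only if more lists had similarly small values, so their failure alone does not argue for chance. Neuronal markers in deletion libraries also held by fry and with an estimated correlation, with a small interaction of 0.11 made of a shift of 0.08 at day 18 and -0.02 at day 0. A difference between the constructs stays open beside chance, and was not separated from the amount of ZNHIT3.

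Other splits of the libraries within each day gave the following counts. For the deletion interaction, 2 of 100 splits gave as many genes (2 or more), and 4 of 100 as many lists, the real split included. For the C14R interaction all 100 gave as many as the observed 0 genes, for which 790 genes had an unadjusted p under 0.05, and 40 of 100 gave as many lists. The C14R list interactions were thus no more frequent than in arbitrary splits. For the box C/D list, 96 of 100 splits gave as small a camera p for C14R and 99 of 100 for deletion.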

How the results depend on the processing

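The removal of the GC trend and the fit without C14R replicate 1 of day 18 for other contrasts were chosen after the values had been seen; the other alternatives were planned. Unless a cause is given, the cause was not tested. Counts are genes with an adjusted p under 0.05, in the order of each sentence.

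Settings of values and filters. A pseudocount of 0.1 gave 1 gene for C14R against WT at day 0, 23 for deletion against WT at day 18 (10 of them among the original 10) and 1 for the C14R interaction, and turned the correlation of deletion effects between days to -0.01. Without a filter, 2 genes were called for deletion at day 0, 10 for C14R at day 18, 16 for deletion at day 18 and 13 for C14R against deletion at day 18. A mean FPKM of at least 5, which leaves fewer genes, gave 1 for deletion at day 0, 6 for deletion at day 18, 2 for C14R against deletion at day 18 and 1 for the deletion interaction, and no value for named genes below that level. Requiring a log2 change of at least 1, stricter by construction, gave 2 for deletion at day 0, 1 for C14R at day 18, 2 for deletion at day 18, 1 for C14R against deletion at day 0, and 1938, 1917 and 1985 for the day effect in WT, C14R and deletion.

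Scaling. Quantile normalization gave 1 gene for C14R at day 0 and 26 for deletion at day 18, and a ZNHIT3 change from day 0 to day 18 in deletion libraries of 0.22 in place of 0.00. Median-of-ratios scaling gave -0.04 for that change. With small RNA genes left out and the rest rescaled, it was 0.37, close to the shift of all genes by 0.36 in that contrast, and counts were 2 for deletion at day 0, 2 for deletion at day 18 and 4 for C14R against deletion at day 0. RMRP and RPPH1 stayed in under that setting. Their means in deletion libraries fell from 76930 to 26440 FPKM and from 39930 to 23700, which may produce part of the shift. That setting moved the share of higher genes in the day effect from 52.9% to 78.9% in WT (genes day 18 vs day 0 in WT; 8512 higher, 2270 lower), from 52.0% to 77.6% in C14R (genes day 18 vs day 0 in C14R; 8289 and 2392) and from 52.8% to 78.2% in deletion (genes day 18 vs day 0 in deletion; 8404 and 2343). The lists of small RNA genes were not run under it. The SNORD3A share of the FPKM sum was 6.9% to 58.6% at day 0, while the size factors of the tested genes stayed between 0.989 and 1.017.

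Weights and libraries in the fit. Array weights, lowest for C14R replicate 1 of day 18 (0.16) and highest for replicate 3 (2.55), gave 2 genes for C14R at day 0, 205 at day 18 (genes C14R vs WT day 18), 95 for deletion at day 18 (genes deletion vs WT day 18), 95 between the variants at day 0 (genes C14R vs deletion day 0), 9 for the same at day 18, 4 for the C14R interaction and 6 for the deletion interaction. ZNHIT3 passed for C14R at day 0 (ZNHIT3 level C14R vs WT day 0, -0.35) and for the interaction (ZNHIT3 level C14R by day interaction, -0.52). The box C/D mean for C14R at day 18 turned to 0.45 and the scaRNA mean to 0.64, neither past the threshold (camera adjusted p = 0.25 and 0.95). With only the libraries compared, 1 gene was called for C14R at day 0, 2 for C14R at day 18, 2 for deletion at day 18 and 5 for the deletion interaction; ZNHIT3 passed for C14R at day 0 (-0.34, adjusted p = 0.0097) and did not at day 18 (-0.83, adjusted p = 0.18). Fewer libraries estimate the spread in that fit.

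Replicate numbers. Across genes, libraries of the same number in different groups did not deviate together: 45 pairs had correlations of -0.36 to 0.17 (median -0.01), 6 of them over 0.1. No pairing was thus seen across genes. Single genes could differ: at day 0, replicate 2 of each group had the lowest SNORD3A and the highest SNORD3C value. With the replicate block, 6 genes were called for deletion at day 18 and 1 for the C14R interaction; 5 named genes were no longer past the threshold, with the same effects and adjusted p from 0.051 (named gene RNA45S5 deletion vs WT day 0) to 0.082 (named gene USP46-AS1 deletion vs WT day 18). The GC trend removed with replicate block gave 2 for deletion at day 0, 15 for C14R at day 18, 5 for deletion at day 18, 16 for C14R against deletion at day 0 and 4 for the deletion interaction.

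GC trend and list tests. With the GC trend removed within each day, C14R at day 18 rose to 30 genes and deletion at day 18 to 17, and the correlation of deletion effects between days was -0.05. The lists past the threshold fell from 37 to 8 with an estimated correlation and to 14 by fry, and the box C/D fall in WT (-2.66) passed by fry.

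Leaving out 1 library at a time gave 2 to 5 genes for deletion at day 0 (2 without WT replicate 2 or without deletion replicate 2 or 3), 4 to 126 for C14R at day 18 (126 without C14R replicate 2), 2 to 51 for deletion at day 18 (51 without C14R replicate 1, 2 to 4 without any 1 of the 6 libraries compared), 1 to 10 for C14R against deletion at day 0 (1 without C14R replicate 1 or 3, 2 to 4 without deletion replicate 3, 1 or 2), 3 to 6 at day 18, 0 to 2 for the C14R interaction (2 without C14R replicate 1 of day 18) and 2 to 3 for the deletion interaction. Counts for C14R at day 0 stayed at 0, with 388 genes at an unadjusted p under 0.05 over all libraries. The day effect gave 9465 to 10323 (genes day 18 vs day 0 in WT), 9478 to 9917 (genes day 18 vs day 0 in C14R) and 9563 to 10454 (genes day 18 vs day 0 in deletion). ZNHIT3 ranged from -0.03 to 0.01 for the day effect in deletion, 0.46 to 0.50 for C14R against deletion at day 0 (past the threshold in 4 of 7 fits) and -0.59 to -0.43 for the C14R interaction (past the threshold without C14R replicate 2 of day 18). Box C/D means ranged from -0.22 to 1.35 for C14R at day 0 (box C/D snoRNA list C14R vs WT day 0; negative without WT replicate 3), 0.82 to 2.26 for deletion at day 0 (box C/D snoRNA list deletion vs WT day 0; past the threshold without WT replicate 2) and -0.82 to 0.05 for C14R at day 18. Correlations between days ranged from -0.03 to 0.10 for C14R and -0.03 to 0.07 for deletion.

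Over the alternatives, the limma adjusted p for ZNHIT3 ranged from 0.0097 to 1 for C14R at day 0 (ZNHIT3 level C14R vs WT day 0), from 6e-09 to 0.18 at day 18 (ZNHIT3 level C14R vs WT day 18), from 0.00053 to 0.064 between the variants at day 0 (ZNHIT3 level C14R vs deletion day 0), from 2.4e-05 to 1 for the day effect in deletion libraries (ZNHIT3 level day 18 vs day 0 in deletion) and from 0.00033 to 0.67 for the C14R interaction (ZNHIT3 level C14R by day interaction). For the box C/D list the camera adjusted p ranged from 0.042 to 0.78 for deletion at day 0 (box C/D snoRNA list deletion vs WT day 0), from 0.25 to 1 for C14R at day 18 (box C/D snoRNA list C14R vs WT day 18) and from 0.11 to 0.46 for the day effect in WT (box C/D snoRNA list day 18 vs day 0 in WT), where fry gave 0.00069. For the named genes the limma adjusted p ranged from 0.0023 to 0.3 (named gene STAC2 deletion vs WT day 0), from 0.0024 to 0.17 (named gene RNA45S5 deletion vs WT day 0), from 0.0091 to 0.93 (named gene HJURP C14R vs WT day 18), from 0.0046 to 0.88 (named gene MYBL2 C14R vs WT day 18) and from 0.00016 to 0.34 (named gene DDIT3 C14R vs WT day 18).

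Of all comparisons of named genes with an alternative, those above included, 31 of 216 lost the threshold, and 41 of 135 did where 1 library was left out; none reversed. For single lists other than box C/D, 61 of 514 lost it and 1 reversed, and 29 of 308 lost it where 1 library was left out. STK19 and SNORA74B kept their side of the threshold in each fit that tested them, and DDIT3 did except with only the libraries compared. For SNORA74B each fit used the same low WT values, so this does not show a loss. The correlations were recomputed only under the pseudocount, filters, scalings, GC removal and left-out libraries. Depth is known only relative to the deepest library (57.3% for the least deep, deletion replicate 2 of day 0), so no limit on undetected snoRNA genes could be set.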

Other observations

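Tests in this part were chosen after the result was seen, except the counts of other splits of the libraries and the comparison of SNORD3A with genes of similar length. The list of unfolded protein response genes and its GC test were chosen after DDIT3, HSP90B1 and CALR had been seen.

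C14R replicate 1 of day 18 lay apart from the other libraries of its group, at 24.8 on the second principal component. Its deviations from the mean of the other libraries of its group had a Spearman rho of -0.681 with GC content across genes. The GC trend held 35.2% of their variance, against 18.6% or less in the other 17 libraries, each set against its own group. The SD of the deviations fell from 0.272 to 0.219 when the trend was removed, so part of the difference is not accounted for. The short abundant RNAs RN7SL1, RN7SL2, RMRP and RPPH1 were also lower in this library than in any other of day 18. RPPH1, for example, had 9058 FPKM, against 20160 and 22060 in replicates 2 and 3. Lower depth is argued against, since this library reached 92.6% of the deepest. Less complete differentiation is also argued against, since the slope of its deviation on the WT day effect was 0.014, inside the range of -0.02 to 0.02 of the other libraries. A GC bias of library preparation or sequencing may thus explain a part of its distance, and it bears on the day 18 comparison of C14R with WT. Of the 10 splits of those 6 libraries, 2 gave at least 5 genes: the real one, and one with 206 genes that set WT replicates 2 and 3 with C14R replicate 1 against WT replicate 1 with C14R replicates 2 and 3. The second follows the sign of the GC deviation within each group (rho of -0.005, -0.384 and -0.681 against 0.37, 0.565 and 0.46). Each rho is set against the other libraries of the same group, so WT and C14R values have no common reference. With the GC trend removed it gave 0 genes and the real split 30. Those 30 hold the 5 genes called before and are evenly divided, 15 higher and 15 lower.

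In the other comparisons, splits of the 6 libraries give at least 1 in 10 whatever the data, since 3 against 3 libraries make 10 splits. The real split alone gave as many genes (1 of 10) for deletion against WT at both days, C14R against deletion at both days and the 3 day effects. For C14R against WT at day 0, where 0 genes passed and 388 had an unadjusted p under 0.05, all 10 did. As many lists were given by 1 of 10 splits for each variant at day 0, 2 of 10 for each variant at day 18 and 8 of 10 for the WT day effect. For the box C/D list, as small a camera p was given by 9 and 5 of 10 splits for C14R and deletion at day 0, by 10 and 3 of 10 at day 18, and by 5 of 10 for the WT day effect.

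SNORD3A, which encodes the U3 snoRNA (chromosome 17, 19188016 to 19188714, plus strand), differed by a ratio of 19.1 between the highest and the lowest of the 9 day 0 libraries. The spread lay within groups, from 77230 to 1301000 FPKM in WT, 74640 to 1212000 in C14R and 68090 to 1049000 in deletion libraries. Capture of short abundant RNAs as a class is argued against, since RN7SL1, RN7SL2, RMRP and RPPH1 varied by a ratio of at most 1.34 over the same 9 libraries. Movement of fragments between the copies is argued against, since the sum of the 5 SNORD3 genes varied by 19.04. A transcript length near that of the fragments is argued against as a sufficient cause, since the 8 other genes of similar length (198 to 249 nucleotides) had a median ratio of 1.92, and SNORD17, at 237 nucleotides, one of 1.22. No construct-related explanation applies because the spread lies within groups. It partly followed the replicate number. In WT, C14R and deletion, replicate 2 was lowest (77230, 74640 and 68090 FPKM) and replicate 1 high (1301000, 960700 and 1049000). Replicate 3 followed neither (85180, 1212000 and 222800). SNORD3C was highest in replicate 2 of each group. The cause remains open, and a cause shared by libraries of the same number was not tested. Most of the box C/D list mean at day 0 rests on the copy SNORD3B-1, with log2 changes of 2.47 for C14R and 6.17 for deletion. Those of SNORD3A were 1.11 and 0.30. SNORD3B-1 had 0, 567.9 and 0 FPKM in WT and 1602, 77.41 and 1695 in deletion libraries. These values are small beside those of the near-identical SNORD3A, so they may depend on how fragments were divided between the copies.

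The absence of values for most box C/D snoRNA genes went with transcript length. Of the 251 listed genes with a length (93.3%), 244 of 244 shorter than 150 nucleotides were listed at 0 in all libraries, against 1 of 7 (14.3%) at or above that length. Loss of short transcripts in library preparation, or an estimator that gives no value to transcripts shorter than the fragments, is a candidate explanation. These libraries therefore leave mature box C/D snoRNA levels, the quantity the series title points to, nearly unmeasured.

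The proliferation list and the neuronal marker list were both higher in the 6 variant libraries than in any of the 3 WT libraries at day 18. For proliferation, 2 of the 84 divisions of the 9 libraries into 6 and 3 gave as large a difference (0.15 on the log2 scale, exact permutation p = 0.0238), and for neuronal markers 1 of 84 (0.07, exact permutation p = 0.0119). Neither passed adjustment over the 20 tests of 10 lists at 2 days (adjusted p = 0.238 for both), and the pooling of both variants was not planned. An exact p of 0.0119 is the smallest that 84 divisions can give. Even a list at that value passes the adjustment only if several other lists are about as extreme, so this failure decides little. GC content is argued against for proliferation, since the mean in C14R was 0.194 with the trend removed. It was 0.15 without C14R replicate 1, the library with the highest score. A remainder of undifferentiated cells is argued against: the list would need 6.8% of day 0 cells in C14R and 3.67% in deletion libraries, while the 9 genes high at day 0 and nearly off in WT at day 18 gave medians of 0.07% and -0.02%, highest 1.3% and 1.09%. Small RNA genes were left out of that set after their values were seen; with them, 12 and 13 of 15 genes lay below the share needed, and the highest gave 339.4% and 82.1%, so those genes are not a measure of cell share. The joint rise of neuronal markers is a second value that a remainder of undifferentiated cells would not give. A slightly slower exit from the cell cycle in both variant lines may be considered as a hypothesis. It rests on 3 WT libraries, the deletion shift did not pass by fry (adjusted p = 0.0727), and the constructs also differ in ZNHIT3 amount.

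DDIT3, a stress-response transcription factor, was lower in C14R than in WT at day 18 (12.6 ± 1.46 against 21.9 ± 2.59 FPKM, SD, n = 3), with 16.8 ± 1.25 in deletion libraries. Removal of the GC trend left a log2 change of -0.75, so GC content is argued against. The idea of a lower unfolded protein response came from seeing DDIT3, HSP90B1 and CALR, the last 2 with array weights, and these were left out of the list used to test it. The test used the same libraries, so it is not independent of the genes that prompted it. The 12 other genes of that response (HSPA5, ATF4, XBP1, PDIA4, HERPUD1, DNAJB9, SDF2L1, CRELD2, MANF, TRIB3, CHAC1 and ASNS) had a mean log2 change of -0.18 in C14R, 11 of 12 lower (camera adjusted p = 4.6e-07 over the 2 variants). Fry gave p = 0.0051 and camera with an estimated correlation p = 0.019, beside an exact permutation p of 0.1. With the GC trend removed the mean was -0.17 (camera p = 4.7e-07, with the exact permutation test run only on values as deposited). In deletion libraries the mean was -0.14, 12 of 12 lower (camera adjusted p = 6.6e-06, fry p = 0.015, estimated correlation p = 0.037, exact permutation p = 0.1). A permutation p of 0.1 is the smallest that 3 against 3 can give. A lower unfolded protein response at day 18 in the variant lines is consistent with these values and stays a hypothesis. The shifts are small, they share the WT libraries, and they were not separated from ZNHIT3 amount or from differences in culture that the labels do not give.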
